A study of Homo sapiens with 12 samples. Its data were reported in "Transcriptional and epigenetic characterization of a new in vitro platform to model the formation of human pharyngeal endoderm" (2024).

How the data were processed

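Poly(A) RNA of the 12 libraries was selected with oligo(dT), made into libraries with the NEBNext Ultra kit, which does not keep the strand, and sequenced as paired-end reads on an Illumina HiSeq. Per the submitters' processing notes and the study's methods, the authors made base calls with bcl2fastq 2.17, trimmed adapters and low-quality ends with Trimmomatic 0.39, and quantified transcripts with Salmon 1.3.0 against the GENCODE v35 transcriptome with the hg38 genome as decoy. The deposited tables hold, for each transcript of each library, estimated counts (fragments assigned by Salmon, 32.1% of the values not whole), TPM (transcript abundance corrected by the authors' tool for effective length, summing to the same total in every library) and effective lengths. Everything below was computed from these tables.

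Transcripts were joined to genes with GENCODE v44 (hg38), the annotation used here, by their identifiers without version. Of 228754 transcripts, 225662 (98.65%) matched, and the unmatched ones held 0.754% to 0.882% of the fragments of a library. Estimated counts were summed over the transcripts of each of 60876 genes and rounded to whole numbers, and TPM values were summed in the same way. Totals were 23595000 to 37984293 estimated fragments per library. A group of 3 libraries with no count of a gene allows up to 3 counts, and folds against such a group were computed against that floor, taken over the group, and written as lower bounds. Ratios against 1 to 3 counts are given with an exact 95% interval. These bounds and intervals cover counting error only. Replicates of a stage differed by more than counting noise, so none was treated as a repeat of another.

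Groups were taken from the sample titles: hESC, DE, AFE and PE, with 3 libraries each. Following the methods of the study, genes with a TPM of at least 1 in at least 3 libraries were kept (16248 genes), all 12 libraries entered 1 fit, and the threshold was an adjusted p of 0.01. The main test was the quasi-likelihood F-test of edgeR 4.0.16 (R 4.3.3) with TMM scaling and group as the only term, which left 8 residual degrees of freedom and a biological coefficient of variation of 7.06%. A gene passed when its Benjamini-Hochberg adjusted p was below 0.01 and its mean TPM exceeded 1 in at least 1 of the 2 groups. A stricter test asked for a change of more than 1.5-fold (edgeR glmTreat, log2 threshold 0.58). The comparisons were PE with AFE, AFE with DE, PE with DE and DE with hESC, and the other 2 pairs entered only the counts over all 6 pairs. Gene lists were tested with camera of limma 3.58.1 on voom-weighted log2 CPM with a preset correlation of 0.01 between genes, adjusted over 120 pairs of a list and a comparison at 0.05, and again with an estimated correlation and with fry. Isoform shares were tested with diffSpliceDGE of edgeR on transcripts with a TPM of at least 1 in at least 3 libraries. Distances and principal components used log2(CPM + 1) of the 500 most variable genes.

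The 32 lists were fixed before the data were examined, as were the tests, the rule for named genes and most alternatives. They covered pluripotency, primitive streak, definitive endoderm, anterior foregut, pharyngeal endoderm, pouch and foregut derivatives, anterior HOX, posterior HOX, RA targets and metabolism, posterior endoderm and liver or pancreas, mesoderm, cardiac muscle, blood and endothelium, neural ectoderm, neural crest, surface ectoderm and epidermis, trophoblast and extraembryonic tissue, epithelial junctions and keratins, mesenchymal transition, Nodal and TGF-beta targets, BMP targets, WNT targets, FGF and ERK targets, the Notch and Hedgehog pathways, proliferation, cholesterol synthesis, glycolysis and hypoxia, stress and unfolded protein response, mitochondrially encoded genes, replication-dependent histones (mostly without poly(A) tails) and the 22q11.2 deletion region. Some genes belong to more than 1 list. Counts of list members come from the test over all genes, and again with the p-values adjusted over the list alone. By the rule for named genes, any list member may be named. Results of some single genes are not reported here. Added to these, for each comparison, are protein-coding genes that passed the stricter test with a mean TPM of at least 10 in the higher group and TPM ranges that did not overlap, a property that chance gives to 10% of genes with 3 against 3 libraries: the 8 largest rises, the 8 largest falls and, among those with a log2 change of at least 1, the 4 most abundant in each direction. For isoforms the rule named RARA, RARB and TBX1 and the 6 genes with the largest change of a share.

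Direct repeats of the half-site RGKTCA (R is A or G, K is G or T) with a spacer of 5 or 7 bp were searched on both strands of hg38 within 1 kb on either side of the start of each tested gene's most abundant transcript at day 5.

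Each test across many genes was tried on simulated data. For PE against AFE with 15439 genes, counts were drawn from the real means with 200 genes changed. The main test recovered 74.7% of genes changed 1.5-fold and 95.8% of genes changed 3-fold with no false call, and the stricter test recovered 0% and 91.6%. DESeq2 1.42.0 recovered 71.4% and 93.7% with 4 false calls. The changed list was called by camera, with preset or estimated correlation, and by fry, and none of 100 unchanged lists was. These lists do not give the rate of false calls in the real data, where 35 list calls fell to 12 with an estimated correlation. Over 10123 genes the isoform test recovered 100% of 200 changed genes with 3 false calls. That result does not carry over to the real libraries, where other splits gave up to 45 genes against 69. Alternatives were the DESeq2 Wald test, RLE scaling, no filter, the filterByExpr filter, an offset for average transcript length, a block for the replicate letter, a fit of only the 6 libraries compared, the 1.5-fold test, leaving out each library, other list tests, a TPM minimum of 5 for isoforms, and other inputs for the distances. Single-cell, chromatin and other assays of the study were not used here.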

Results

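Messenger RNA was sequenced from 12 libraries of H9 cells, an established line of human embryonic stem cells (hESCs), at 4 stages of a directed differentiation toward pharyngeal endoderm. The stages were hESCs at day 0, definitive endoderm (DE) at day 2, anterior foregut endoderm (AFE) at day 5 without retinoic acid (RA), and pharyngeal endoderm (PE) at day 5 with RA at 200 nM. RA, a derivative of vitamin A, acts through nuclear receptors that bind DNA. Each stage had 3 replicates, named A, B and C. The libraries held 23595000 to 37984293 estimated fragments, and 13539 to 14891 genes reached 1 TPM. DE libraries held the fewest such genes (13616 ± 75.5) and hESC libraries the most (14844 ± 58.1, SD, n = 3 each). Genes encoded by the mitochondrial genome took 3.68% to 4.77% of the fragments. Below, expression is the mean TPM ± SD of the 3 libraries of a stage, a log2 fold change is given ± its standard error, and adjusted p-values of genes come from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. The replicates were biological replicates of a single differentiation experiment, so the p-values measure only the spread between these samples. Folds come from TMM-scaled counts, so a small change can differ in sign from that of TPM. From DE to AFE, OTX2 was called lower (log2 fold change -0.142) with 520 ± 2.47 TPM in DE and 560 ± 7.58 TPM in AFE.

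The 4 stages separated from each other by much more than replicates differed. Over the 500 most variable genes, libraries of the same stage lay 5.63 ± 1.36 apart (Euclidean distance on log2(CPM + 1), SD over 12 pairs). PE and AFE lay 49.4 ± 0.79 apart (9 pairs), which is 8.77 times the mean distance within stages. That ratio was 3.21 over all genes that passed the filter and 4 with log2(TPM + 1). The distances of AFE and PE from DE were 88.96 ± 0.37 and 88.7 ± 0.37, and DE and hESC lay 84.2 ± 0.51 apart. The first 3 principal components held 52.3%, 34.3% and 12.9% of the variance of these genes, and the third component set AFE apart from PE.

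**Figure D1:**
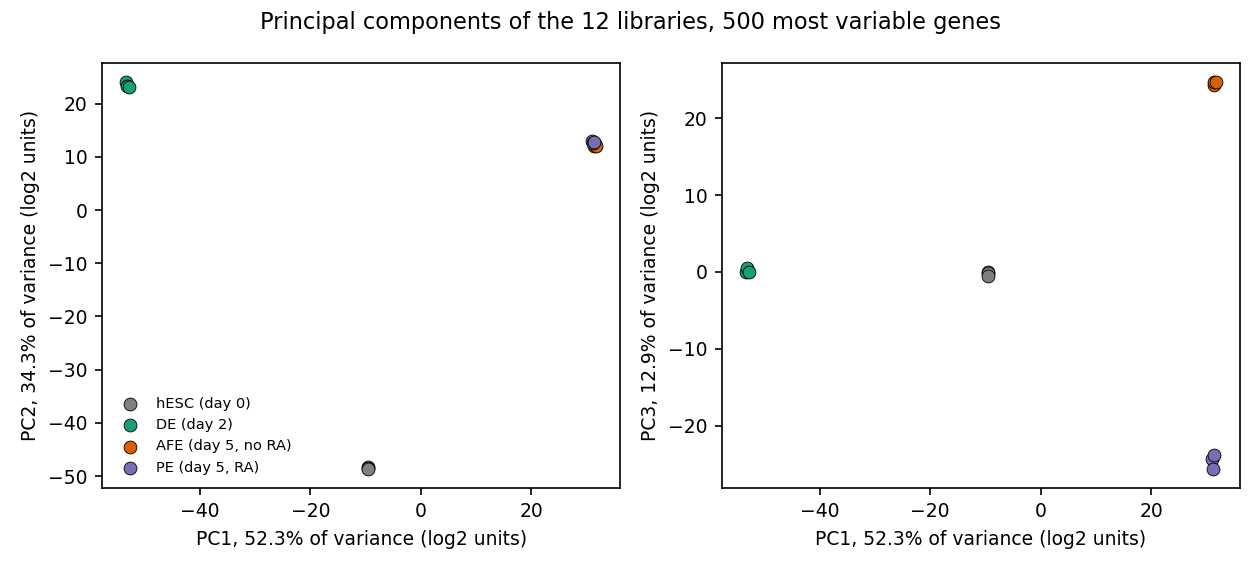
Principal components of the 12 libraries over the 500 most variable genes, in log2 units, with 1 point per library colored by stage. The first component (52.3% of the variance) separates DE from AFE and PE, the second (34.3%) separates hESC from the other stages, and the third (12.9%) separates AFE from PE.

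PE and AFE were both collected at day 5, and the comparison shows which genes differed with RA exposure. Some HOX genes of the 3' end of the clusters, which give cells an identity along the head-to-tail axis, were close to 0 in AFE and expressed in PE. HOXB1 (ENSG00000120094; chromosome 17, 48528526 to 48531011, hg38) went from 0.014 ± 0.025 TPM in AFE to 17.6 ± 5.75 TPM in PE, and HOXB2 rose 445-fold to 43.5 ± 10.6 TPM. HOXA2, with no count in the 3 AFE libraries, was at least 93.1-fold higher in PE. The 3 AFE libraries together held 1 count of HOXB1, a PE to AFE ratio of 2012 with a 95% exact counting interval of 360.8 to 79519. Of the 12 members of the anterior HOX list 4 reached the expression filter, and these 4 rose (list test adjusted p = 0.00733, and adjusted p = 0.312 with an estimated correlation). The study names genes of this list from these samples, so the count is not independent evidence. No member of the posterior HOX list, 27 genes of paralogues 5 to 13, reached the expression filter in any stage.

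In all, 5360 of the 16248 tested genes (33%) differed between PE and AFE, 2914 higher and 2446 lower in PE, and 1482 differed by more than 1.5-fold (771 higher, 711 lower). Beside the HOX genes, the largest rises among the genes chosen by the rule for named genes were in KRT7, a keratin of simple epithelia (1.09 ± 0.189 to 681 ± 59.3 TPM, 660.2-fold), and CGA, the alpha subunit of the glycoprotein hormones (0.655 ± 0.373 to 344 ± 38.1 TPM, 497-fold). IHH, a Hedgehog ligand, rose 324-fold, and the transcriptional regulators ZNF503 and MITF rose 163-fold and 149-fold. The largest falls were in the head-forming homeobox genes DMBX1 (21.6 ± 4.42 to 0.009 ± 0.015 TPM) and OTX1 (275-fold lower), the cofactor gene VGLL2 (271-fold lower, from 250.3 ± 16 TPM), OTOGL (708-fold lower) and GFRA1, a co-receptor of glial-derived neurotrophic factor (196-fold lower). LGALS14, whose reads can be split with related galectin genes, had no count in PE and was at least 224-fold lower than in AFE. Among abundant genes, S100A13 rose 9.3-fold to 1038 ± 133 TPM, ANKRD1 2.35-fold and CD24 2.28-fold. S100A13 overlaps S100A1 on the opposite strand and the libraries were not stranded, so its level is uncertain. PKDCC fell 11.4-fold, the lysosomal protease gene CTSV 13-fold, and FABP7, a fatty acid carrier, 43.3-fold.

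Genes of RA signalling and metabolism moved in both directions. Of 21 tested members of that list, 8 rose and 7 fell, or 8 and 8 adjusted over the list alone, and the list as a set was not called (adjusted p = 0.761). RARB, an RA receptor gene and a textbook RA target, rose from 23.8 ± 2.53 to 62 ± 1.64 TPM (log2 fold change 1.42 ± 0.11), RARA rose 1.82-fold, and DHRS3, which turns retinal back into retinol, rose 6.78-fold. The homeobox gene MEIS1 went from 8.98 ± 1.36 to 116 ± 8.51 TPM. Genes of 2 enzymes that break down RA fell in PE. CYP26A1 (ENSG00000095596; chromosome 10, 93073475 to 93077885) fell by 4.62 ± 0.10 on the log2 scale, from 488 ± 33.3 to 21.3 ± 3.69 TPM, and its neighbor CYP26C1 (93060798 to 93069540) fell 154-fold from 62.5 ± 6.72 TPM. They are paralogs, and reads split between them are a source of uncertainty. The vitamin A carrier genes RBP4 and STRA6 fell 41.3-fold and 2.6-fold, and the orphan receptor genes NR2F1 and NR2F2 fell 6.06-fold and 2.74-fold.

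**Figure D2:**
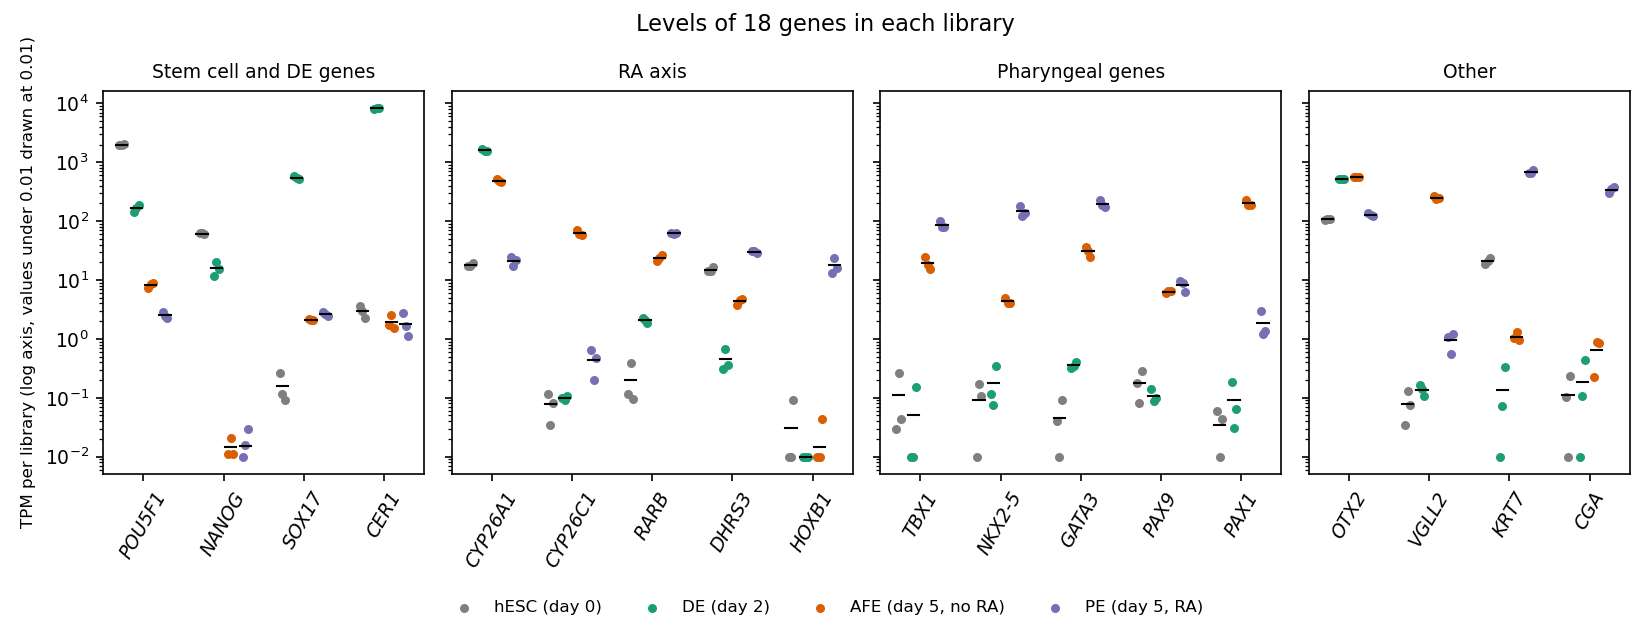
TPM of 18 genes in each library on a log axis, with 1 point per library, colored by stage, and a bar at the mean of 3; values under 0.01 TPM are drawn at 0.01. HOXB1, KRT7 and CGA are high in the 3 PE libraries and low in the 3 AFE libraries, and CYP26C1, PAX1 and VGLL2 have the opposite order.

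The pharyngeal endoderm list split evenly, with 9 of 21 tested members higher and 9 lower in PE (adjusted p = 0.921). TBX1, the T-box gene of the 22q11.2 region (ENSG00000184058; chromosome 22, 19756703 to 19783593), rose from 19.2 ± 4.63 to 86.6 ± 11.8 TPM, NKX2-5 from 4.36 ± 0.528 to 146 ± 29.2 TPM, and RIPPLY3 from 13 ± 0.666 to 51.3 ± 14.5 TPM. GATA3 rose 6.62-fold, NKX2-6 14.8-fold, TBX3 20.3-fold and GBX2 84.8-fold. PAX1 went the other way, 128-fold lower at 1.83 ± 0.948 TPM against 203 ± 22.1 TPM in AFE. EYA1 and FOXC2 were also lower in PE, by 2.49-fold and 124-fold. PAX9 did not pass the test (6.37 ± 0.345 TPM in AFE, 8.31 ± 1.72 TPM in PE, adjusted p = 0.145). The study set its RA dose and timing on TBX1, NKX2-5, PAX9, PAX1 and RIPPLY3, so these members are not independent evidence of a direction.

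Genes of the foregut and of endoderm moved in both directions. Of 11 tested anterior foregut genes 5 rose and 5 fell (adjusted p = 0.837), with FOXA1, FOXA2, SHH and SOX9 among the higher and OTX2, ISL1, IRX3 and HHEX among the lower ones in PE. The pioneer factor gene FOXA2 stood at 12.9 ± 2.59 TPM in AFE and 109 ± 13.6 TPM in PE, and OTX2, a homeobox gene of the anterior head, fell 4.44-fold from 560.3 ± 7.58 TPM. HHEX did not pass when only the 6 libraries of PE and AFE were fitted (adjusted p = 0.0159). In the definitive endoderm list 7 rose and 3 fell of 17 (adjusted p = 0.0551), with APELA at 18.4 ± 0.698 and 158 ± 0.322 TPM and GATA6 3.28-fold higher. Posterior endoderm and liver genes rose as a set (3 of 5 tested, none fell; adjusted p = 0.0225, and adjusted p = 0.12 with an estimated correlation). Those that rose were genes of secreted plasma proteins, APOA1 (4.97 ± 0.784 to 58.6 ± 5.54 TPM), APOA2 and TTR. No member of the list of pouch and foregut derivatives, such as FOXN1 or GCM2, reached the expression filter.

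Target genes of several signals were higher in PE. By the study's methods, inhibitors of TGF-beta and BMP signalling were in the medium of both AFE and PE, so this comparison does not show their effect. BMP targets rose in 9 of 10 tested members and fell in 1 (SMAD9; adjusted p = 5.51e-05, and adjusted p = 0.0235 with an estimated correlation), the only list call of this comparison that held with both correlations. BMP4 itself rose 6.67-fold to 212 ± 42.2 TPM, the pseudoreceptor gene BAMBI 4.5-fold, and ID1 went from 413 ± 13.4 to 707 ± 24.5 TPM. Of 12 FGF and ERK targets 8 rose and 2 fell (adjusted p = 0.00114, and adjusted p = 0.209 with an estimated correlation), among them DUSP6, a phosphatase of ERK (4.58-fold), ETV5 (3.14-fold) and FOSL1. SPRY1 and SPRED1, both inhibitors of the pathway, fell. WNT targets rose in 6 and fell in 1 of 11 members (adjusted p = 0.0262, and adjusted p = 0.12 with an estimated correlation), with TNFRSF19 4.5-fold and TCF7 3.73-fold higher and AXIN2 lower. Surface ectoderm and epidermis genes rose in 4 and fell in 0 of 5 members, the rises being EPHA2, CDH3, KRT15 and GRHL3 (adjusted p = 0.0262, and adjusted p = 0.127 with an estimated correlation). That list was not called without PE replicate A (adjusted p = 0.0555) or B (adjusted p = 0.0525). AXIN2 did not pass without AFE replicates A or B or PE replicates B or C (adjusted p = 0.0167 to 0.0248), nor GRHL3 without any AFE replicate or PE replicates A or B (adjusted p = 0.0116 to 0.0434). With an offset for average transcript length neither passed (adjusted p = 0.0383 for AXIN2 and 0.104 for GRHL3), and AXIN2 did not pass in a fit of only the 6 libraries (adjusted p = 0.0367).

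The remaining lists were not called as sets. Hedgehog pathway genes fell in 5 and rose in 2 of 8 members (adjusted p = 0.0852): the co-receptor gene BOC and the inhibitor gene HHIP fell 4.23-fold and 7.56-fold, and the receptor gene PTCH1 rose 2.32-fold. In the cardiac muscle list 3 of 8 members fell, or 4 adjusted over the list alone, and none rose (adjusted p = 0.0852), with TNNT2 8.45-fold lower, a call that DESeq2 did not make (adjusted p = 0.016). Mesoderm genes fell in 3 and rose in 2 of 6 (adjusted p = 0.153), with KDR 18.3-fold lower and OSR1 42-fold higher. CGA and KRT7 were the 2 of 4 tested trophoblast genes that rose, and none fell (adjusted p = 0.0528). Pluripotency and primitive streak genes each had 3 rises and 3 falls, of 16 and 8 members (adjusted p = 0.851 and 0.765). Counts of rises and falls were 4 and 2 of 11 for the Notch pathway (adjusted p = 0.562), 3 and 1 of 12 for Nodal and TGF-beta targets (adjusted p = 0.562), 2 and 4 of 13 for epithelial genes (adjusted p = 0.391), and 3 and 5 of 12 for mesenchymal transition (adjusted p = 0.641). For neural ectoderm they were 2 and 2 of 6 (adjusted p = 0.637), for neural crest 1 and 2 of 6 (adjusted p = 0.891), and none of 3 blood and endothelium genes passed (adjusted p = 0.941). Cell cycle genes rose in 3 and fell in 1 of 15 members (adjusted p = 0.49), the rises being CCND1, CCNE1 and AURKB and the fall CCND2, and AURKB did not pass without AFE replicates B or C or PE replicates A or B (adjusted p = 0.0103 to 0.0583), with the length offset (0.0764) or in a fit of the 6 libraries (0.04). Cholesterol synthesis had 4 rises and 7 falls of 15, or 8 falls adjusted over the list alone (adjusted p = 0.498), glycolysis and hypoxia 4 and 3 of 14 (adjusted p = 0.772), with ADM 8.1-fold and HK2 3.79-fold higher, and stress genes 5 and 6 of 15 (adjusted p = 0.903), with GADD45A and MDM2 higher and DDIT3 lower. None of the 13 mitochondrially encoded genes and none of the 12 replication-dependent histone genes passed the test (adjusted p = 0.921 and 0.98). In 26 of the 30 tested lists the counts adjusted over the list alone equalled those over all genes. Leaving out 1 library gave some of these lists an adjusted p under 0.05: definitive endoderm without AFE replicate B (0.0359) or PE replicates B (0.0295) or C (0.0211), mesoderm without PE replicates A (0.0337), B (0.0322) or C (0.0483), cardiac muscle without PE replicate C (0.0303), Hedgehog without AFE replicate B (0.0488) and trophoblast without AFE replicate A (0.043). Without the expression filter definitive endoderm (0.00517), cardiac muscle (0.0204) and trophoblast (0.00327) were called. Median, mean and test differed in sign for the anterior foregut, pharyngeal endoderm, RA, blood, neural crest and cholesterol lists.

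Deletion of chromosome band 22q11.2 causes a syndrome that affects organs of pharyngeal origin, and the genes of the region were followed as a list. Of 33 tested genes 8 rose, 2 fell and 23 did not pass (10 and 2 adjusted over the list alone), and the list was not called (adjusted p = 0.12), but it was called without the expression filter (adjusted p = 0.0209). TBX1, SEPTIN5, GP1BB and PRODH rose by more than 1.5-fold. SEPTIN5 (chromosome 22, 19714503 to 19724224) went from 4.85 ± 0.883 to 18.2 ± 0.676 TPM, and PRODH, the first enzyme of proline breakdown, from 16.8 ± 0.187 to 41.5 ± 6.5 TPM. GP1BB (19723539 to 19724771), which overlaps SEPTIN5 and encodes a platelet glycoprotein, stood at 19.7 ± 2.54 TPM in PE, and it was listed at 0 in 2 AFE libraries and all 3 DE libraries. A read-through gene without a symbol joins SEPTIN5 to GP1BB, and low GP1BB levels depend on how reads were split with it. The summed TPM of GP1BB and this read-through gene was 1.12 ± 0.29 in DE, 1.33 ± 0.216 in AFE and 21.8 ± 2.13 in PE. DGCR8, which encodes a protein of microRNA processing, was 1.19-fold higher, and the adaptor gene CRKL did not pass (51.3 ± 3.78 TPM in AFE and 55.7 ± 4.82 TPM in PE). DGCR8 did not pass without AFE replicates B or C or PE replicates A or B (adjusted p = 0.0137 to 0.0368), with the length offset (0.0926) or in a fit of the 6 libraries (0.0241), nor did GP1BB without PE replicate C (adjusted p = 0.0105) or by DESeq2 (adjusted p = 0.0401).

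**Figure D3:**
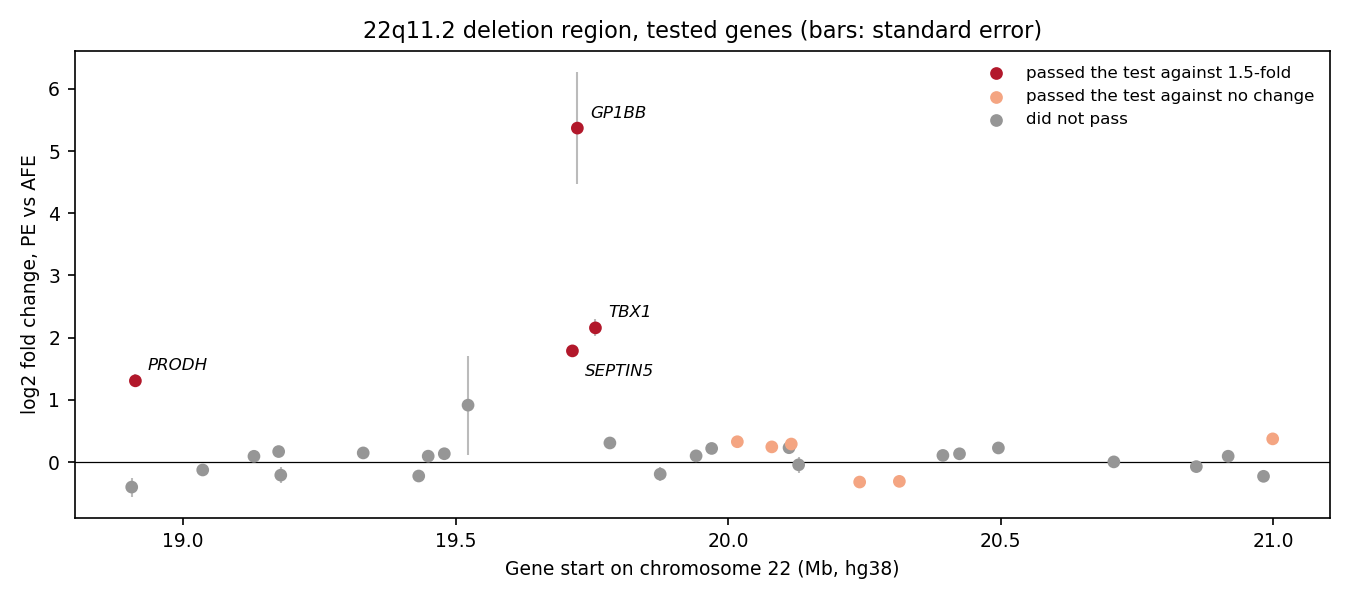
Log2 fold change of PE against AFE for the 33 tested genes of the 22q11.2 deletion region, by gene start on chromosome 22 in megabases (hg38), with bars for the standard error and colors for the test each gene passed. GP1BB, TBX1, SEPTIN5 and PRODH passed the test against 1.5-fold.

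**Figure D4:**
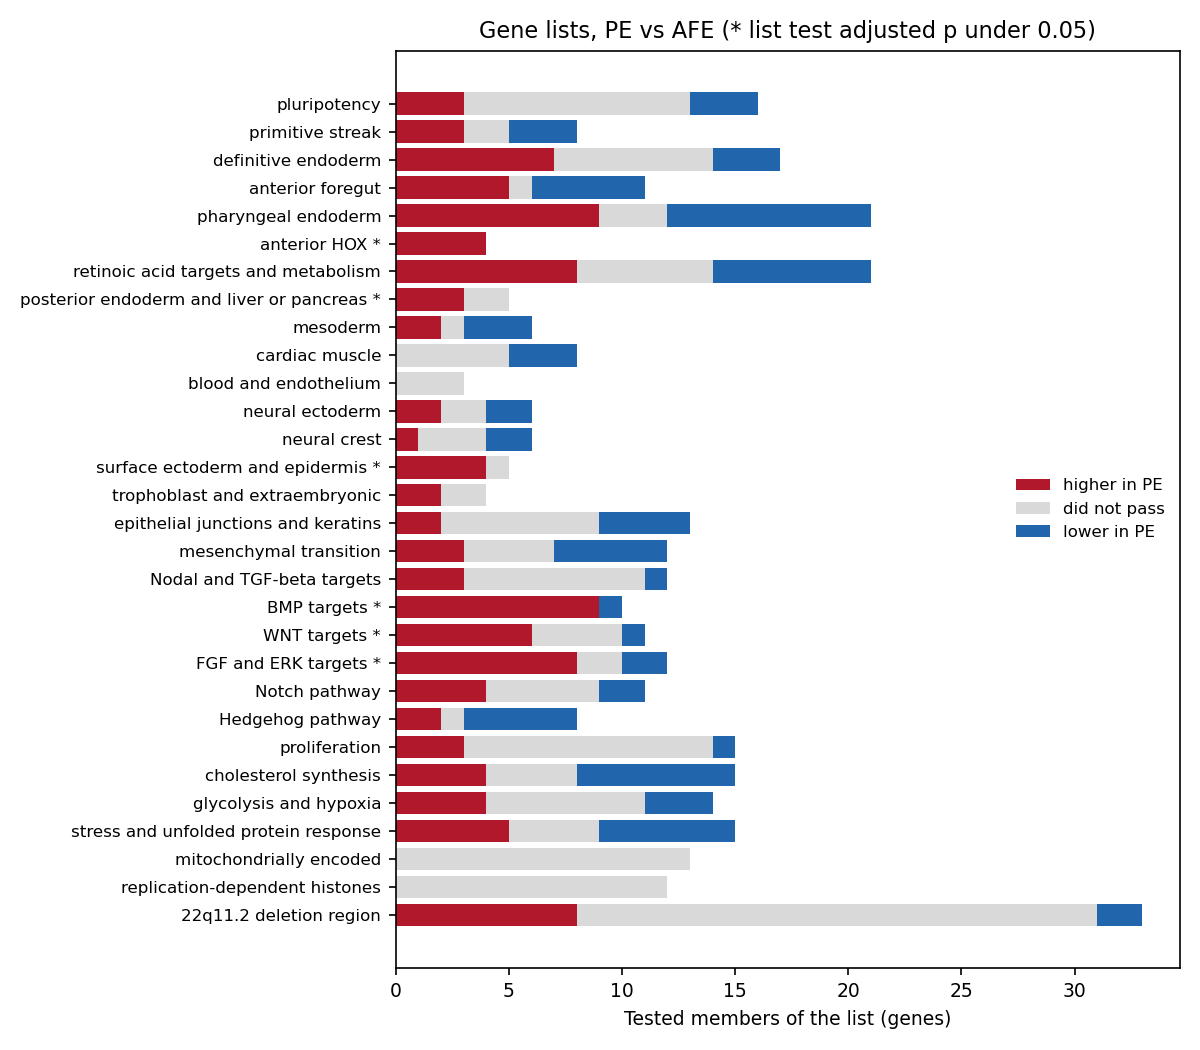
Number of tested members of each gene list that were higher in PE (red), did not pass (gray) or were lower in PE (blue). An asterisk marks the 6 lists with a list test adjusted p under 0.05, namely anterior HOX, posterior endoderm and liver or pancreas, surface ectoderm and epidermis, BMP targets, WNT targets, and FGF and ERK targets. With an estimated correlation only BMP targets kept an adjusted p under 0.05 in the list test (0.0235).

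The comparison of AFE with DE follows 3 days of foregut patterning without RA. By the study's methods, the medium after DE held inhibitors of TGF-beta and BMP signalling, also in cells that received RA. Their part in the changes of Nodal and BMP targets from DE was not tested. Most genes of the DE list fell. CER1, a secreted inhibitor of Nodal, BMP and WNT that was the most abundant of these genes, dropped from 8239 ± 207 to 1.95 ± 0.533 TPM, SOX17 from 551 ± 41.2 to 2.11 ± 0.031 TPM, and EOMES from 475 ± 3.42 to 0.452 ± 0.119 TPM. PAX1, of the pharyngeal endoderm list, rose 2373-fold to 203 ± 22.1 TPM, and VGLL2 1640-fold to 250.3 ± 16 TPM. In all, 9872 of 16248 tested genes (60.8%) differed, 4744 higher and 5128 lower in AFE, and 4459 differed by more than 1.5-fold (2310 higher, 2149 lower).

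Of 17 definitive endoderm genes 15 fell (adjusted p = 8.48e-07, and adjusted p = 0.0968 with an estimated correlation), and the 2 that rose were FOXA1 (2.26-fold) and the peptide hormone gene APELA (38.7-fold). All 8 tested primitive streak genes fell (adjusted p = 1.17e-05, and adjusted p = 0.0235 with an estimated correlation), MIXL1 from 641 ± 72.3 to 0.873 ± 0.104 TPM and NODAL from 297 ± 12.2 to 0.263 ± 0.148 TPM. Nodal and TGF-beta targets fell in 11 and rose in 0 of 12 (adjusted p = 8.3e-06, and adjusted p = 0.0235 with an estimated correlation). LEFTY1 and LEFTY2, paralogs that can share reads, were 4260-fold and 4918-fold lower, and GDF3 was at least 458-fold lower. Pluripotency genes fell in 12 of 16 (adjusted p = 0.000287, and adjusted p = 0.0235 with an estimated correlation), POU5F1 from 166 ± 22.1 to 8.14 ± 0.857 TPM and NANOG from 15.9 ± 4.5 to 0.014 ± 0.006 TPM. The single rise was in SOX2 (3.96-fold), which also marks foregut. FGF and ERK targets fell in 10 and rose in 2 of 12 (adjusted p = 0.000429, and adjusted p = 0.193 with an estimated correlation), cholesterol synthesis genes fell in 10 and rose in 1 of 15, or 11 falls adjusted over the list alone (adjusted p = 0.00207, and adjusted p = 0.459 with an estimated correlation), and glycolysis and hypoxia genes fell in 10 and rose in 3 of 14 (adjusted p = 0.0113, and adjusted p = 0.0968 with an estimated correlation).

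Among lists that rose, pharyngeal endoderm had 17 of 21 members higher and 1 lower in AFE, FGF8 (adjusted p = 3.05e-05, and adjusted p = 0.0235 with an estimated correlation). TBX1 reached 19.2 ± 4.63 TPM from 0.050 ± 0.087 TPM in DE, FOXI3 rose 197-fold and EYA1 15.4-fold. Some members of this list served the study to set its protocol, so the count is not independent evidence. Epithelial genes rose in 10 and fell in 1 of 13 members (adjusted p = 0.000399, and adjusted p = 0.187 with an estimated correlation), E-cadherin (CDH1) from 0.164 ± 0.099 to 24.4 ± 3.42 TPM and EPCAM from 66.7 ± 3.6 to 487 ± 9.21 TPM. BMP targets rose in 8 and fell in 1 of 10 (adjusted p = 0.00282, and adjusted p = 0.0571 with an estimated correlation), ID1 34.1-fold and ID3 7.08-fold. RA genes rose in 13 and fell in 4 of 21 (adjusted p = 0.0325, and adjusted p = 0.12 with an estimated correlation), in cells that had received no RA. The call was lost without DE replicates A (adjusted p = 0.0511) or C (0.0512) or AFE replicates A (0.086), B (0.0726) or C (0.0876). CYP26C1 came on from 0.099 ± 0.009 to 62.5 ± 6.72 TPM, CRABP2 rose 15.1-fold, and CYP26A1 fell from 1591 ± 53.9 to 488 ± 33.3 TPM. None of the 4 tested anterior HOX genes passed (adjusted p = 0.996).

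By the rule for named genes, the largest rises also held SCEL, LGALS14 and MUSTN1, with no count in DE and at least 678-fold, 208-fold and 92.2-fold higher in AFE, CA10 (26.1 ± 2.97 TPM) and DMBX1 (653-fold). The largest falls held MYCT1, ASB5 and NR0B1, at least 1389-fold, 704-fold and 578-fold lower with no count in AFE, and FGF17 (3180-fold lower from 2016 ± 99.2 TPM). The most abundant rises were in GPC3, a heparan sulfate proteoglycan (31.2 ± 2.21 to 1590.0 ± 45.8 TPM), KRT19, ANXA2 and TPM1, by 2.16-fold to 2.62-fold in the last 3, and TMSB4X fell 2.37-fold from 6555 ± 12.1 TPM. Lists that were not called had these counts of rises and falls: anterior foregut 6 and 5 of 11, WNT targets 3 and 7 of 11, Notch 6 and 3 of 11, Hedgehog 5 and 2 of 8, mesenchymal transition 3 and 8 of 12, and cardiac muscle 5 and 1 of 8. Histone genes fell in 6 of 12 (adjusted p = 0.0896), and mitochondrially encoded genes in 2 of 13, or none adjusted over the list alone. Without the expression filter cardiac muscle (adjusted p = 0.0498), mesenchymal transition (0.0159), WNT targets (0.0209) and histones (0.0446) were called. Counts in the other 28 of 30 lists were equal with either adjustment. Median, mean and test differed in sign for the anterior HOX, mesoderm, neural ectoderm and 22q11.2 lists, none of them called.

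PE against DE covers the same 3 days in cells that received RA. KRT7 rose 3511-fold to 681 ± 59.3 TPM and CGA 1360-fold to 344 ± 38.1 TPM. TBX1 stood at 0.050 ± 0.087 TPM in DE and 86.6 ± 11.8 TPM in PE, and HOXB1 rose at least 667-fold. TNFSF15, a cytokine of the tumor necrosis factor family, rose 3031-fold to 51.9 ± 3.99 TPM, and the matrix proteoglycan gene PODN 1825-fold. GP1BB was among the largest rises as well, with the read-through uncertainty given above. In all, 9652 of 16248 genes (59.4%) differed, 4685 higher and 4967 lower in PE, and 4368 differed by more than 1.5-fold (2315 higher, 2053 lower).

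The list of pharyngeal endoderm rose in 17 and fell in 1 of 21 members (adjusted p = 1.14e-05, and adjusted p = 0.0235 with an estimated correlation), NKX2-5 579-fold and GATA3 454-fold. As above, this count is not independent evidence, since the study chose some members in setting its protocol. BMP targets rose in 9 and fell in 1 of 10 (adjusted p = 1.95e-05, and adjusted p = 0.0235 with an estimated correlation), ID1 58-fold and BMP4 10.7-fold. RA genes rose in 11 and fell in 3 of 21 (adjusted p = 0.0199, and adjusted p = 0.0968 with an estimated correlation), RARB 24.4-fold and DHRS3 60.7-fold higher and CYP26A1 98.4-fold lower. Epithelial genes rose in 10 and fell in 1 of 13 (adjusted p = 0.00282, and adjusted p = 0.215 with an estimated correlation). The 4 tested of 12 anterior HOX genes rose, and the list, some of whose members the study names from these samples, was not called (adjusted p = 0.0528). Nodal and TGF-beta targets fell in all 12 members and primitive streak genes in all 8 (adjusted p = 7.16e-07 and 8.8e-06, and adjusted p = 0.0235 for both with an estimated correlation), SMAD7 2.3-fold lower. Definitive endoderm genes fell in 13 of 17 (adjusted p = 0.000175, and adjusted p = 0.193 with an estimated correlation), and the 4 that rose included FOXA1, FOXA2 and APELA. Pluripotency genes fell in 11 and rose in 1 of 16 (adjusted p = 0.00042, and adjusted p = 0.0254 with an estimated correlation), and cholesterol synthesis genes fell in 12 and rose in 1 of 15 (adjusted p = 0.00114, and adjusted p = 0.439 with an estimated correlation).

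The largest falls by the rule for named genes were in CD48, LMNTD1 and PLSCR2, with no count in PE and at least 1528-fold, 304-fold and 287-fold lower, in CER1 (5680-fold), LEFTY1 (4768-fold), LEFTY2 (4615-fold) and FGF17 (2710-fold), and in MYCT1, at 0.007 ± 0.012 TPM. The most abundant rises were in the growth factor gene MDK (812 ± 10.6 to 2306 ± 62.6 TPM), KRT19 (3.19-fold), fibronectin (FN1, 10.6-fold) and S100A13 (3.09-fold), and TMSB4X fell 2.88-fold. Of the lists not called, anterior foregut had 8 rises and 3 falls of 11, with OTX2 4.9-fold lower and ISL1 34.6-fold higher, WNT targets 4 and 7 of 11, FGF and ERK targets 4 and 7 of 12 (8 falls adjusted over the list alone), Notch 7 and 3 of 11, and Hedgehog 4 and 2 of 8. Adjusted over the list alone, epithelial genes had 2 falls, cholesterol synthesis 2 rises against 1, and mitochondrially encoded genes 1 fall against 2. The other 26 of 30 lists had equal counts. Without the expression filter anterior foregut (adjusted p = 0.0193), anterior HOX (0.00449), trophoblast (0.00577), FGF and ERK targets (0.0204), Notch (0.033) and glycolysis and hypoxia (0.00528) were called. Neural ectoderm, not called, differed in sign between median, mean and test.

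DE against hESC gives the changes of the first 2 days. Most stem cell genes fell, and endoderm and streak genes rose. CER1 went from 2.94 ± 0.658 to 8239 ± 207 TPM, SOX17, a master regulator of endoderm, from 0.156 ± 0.094 to 551 ± 41.2 TPM, GATA6 from 0.104 ± 0.027 to 367 ± 28.1 TPM and FGF17 from 0.57 ± 0.254 to 2016 ± 99.2 TPM. POU5F1 fell 10.2-fold to 166 ± 22.1 TPM, and CDH1 fell 397-fold to 0.164 ± 0.099 TPM. In all, 10453 of 16248 genes (64.3%) differed, 5287 higher and 5166 lower in DE, and 5336 differed by more than 1.5-fold (2542 higher, 2794 lower).

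Definitive endoderm genes rose in 16 of 17 (adjusted p = 7.16e-07, and adjusted p = 0.0968 with an estimated correlation), and APELA fell 59.7-fold. All 8 primitive streak genes rose (adjusted p = 4.53e-05, and adjusted p = 0.0235 with an estimated correlation), EOMES 2650-fold and LHX1 1459-fold. Nodal and TGF-beta targets rose in 10 of 12 and none fell (adjusted p = 1.79e-05, and adjusted p = 0.0235 with an estimated correlation). WNT targets rose in 7 and fell in 1 of 11 (adjusted p = 0.0181, and adjusted p = 0.104 with an estimated correlation; adjusted p = 0.05 without DE replicate B), FGF and ERK targets rose in 8 and fell in 3 of 12 (adjusted p = 0.0262, and adjusted p = 0.359 with an estimated correlation), and mesenchymal transition genes rose in 7 and fell in 1 of 12 (adjusted p = 0.0153, and adjusted p = 0.0968 with an estimated correlation), with N-cadherin (CDH2) 30.5-fold and vimentin (VIM) 6.51-fold higher. Stress genes rose in 11 and fell in 1 of 15 (adjusted p = 0.0041, and adjusted p = 0.209 with an estimated correlation) and cholesterol synthesis genes rose in 10 and fell in 0 of 15 (adjusted p = 0.00632, and adjusted p = 0.493 with an estimated correlation). The pluripotency list fell in 12 and rose in 4 of 16 (adjusted p = 0.00314, and adjusted p = 0.0571 with an estimated correlation), SOX2 from 211 ± 4.13 to 5.95 ± 0.558 TPM, while TDGF1 and GDF3, genes of the Nodal pathway, rose 2.32-fold and 4.55-fold.

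The largest rises also held the RA receptor gene RXRG (33.4 ± 1.56 TPM), DIO3, which inactivates thyroid hormone (2747-fold), the trypsinogen gene PRSS2 (109 ± 6.29 TPM, uncertain since PRSS1 is a near copy) and PLPP4 (at least 299.7-fold), and SHH and HNF4A, with no count in hESC, were at least 559-fold and 147-fold higher. The largest falls held HES3, GALNT3, IDO1, VSNL1, SLC15A3, SYT6 and UTF1, of which IDO1, an enzyme of tryptophan breakdown, fell 241-fold. Abundant genes that rose were the actin and actin-binding genes ACTG1 (2.69-fold), TMSB4X (2.45-fold) and TMSB10 (5.25-fold), and CD24, MFGE8 and UGP2 fell 3.68-fold, 9.19-fold and 4.96-fold. Of lists not called, the epithelial list had 6 rises and 7 falls of 13, with KRT8 18.9-fold higher, RA genes 8 and 6 of 21, with CYP26A1 124-fold higher at 1591 ± 53.9 TPM, pharyngeal endoderm 4 and 2 of 21, anterior foregut 7 and 2 of 11, and BMP targets 3 and 3 of 10. Mitochondrially encoded genes rose in 7 and fell in 3 of 13, or 4 adjusted over the list alone, and the other 29 of 30 lists had equal counts. Anterior foregut was called without the expression filter (adjusted p = 0.00577) or without DE replicate C (0.0495). Median, mean and test differed in sign for the anterior HOX, cardiac, trophoblast, BMP, Hedgehog and 22q11.2 lists, none of them called.

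Across the 6 pairs of stages, 14278 of the 16248 tested genes differed in at least 1 pair, and 8648 differed by more than 1.5-fold in at least 1 pair. The pairs of AFE and PE with hESC, used only here, gave 9921 and 9672 genes. More than 1.5-fold changes from DE to AFE or from DE to PE were found in 5615 genes. Relative to DE, 120 genes rose in AFE and fell in PE and 168 fell in AFE and rose in PE. List tests called 35 of 120 pairs of a list and a comparison, and 12 of these held with an estimated correlation. In PE against AFE these 12 held the BMP targets alone. By fry, which asks if the genes of a list move together without comparing them with other genes, 96 of the 120 pairs passed.

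Isoform shares were compared between PE and AFE from the transcript-level estimates. Shares changed in 69 of 10123 genes with at least 2 expressed transcripts (45641 transcripts, edgeR diffSpliceDGE with Simes and Benjamini-Hochberg adjustment, with 843 genes at an unadjusted p under 0.05), and other splits of these 6 libraries into 3 and 3 gave 26 to 45 genes. With a minimum of 5 TPM, which tests fewer transcripts, 30 genes changed, 25 of them among the 69. Leaving out 1 library gave 48 to 67 genes, of which 30 to 38 were among the 69. FGF13-201, of a fibroblast growth factor homolog that stays inside the cell, took 80.3 ± 2.7% of FGF13 in AFE and 50 ± 0.30% in PE (SD, n = 3), and the share of FGF13-204 went from 7.4 ± 2.4% to 35.4 ± 0.90% (adjusted p = 0.00343). PALLD-209, of an actin-associated protein, went from 58.6 ± 1.7% to 85.1 ± 1.2% (adjusted p = 0.000251), JARID2-201, of a cofactor of the Polycomb complex, from 58 ± 3.7% to 81.9 ± 5.5% (adjusted p = 0.00483), and PTGR1-201 from 89.1 ± 0.90% to 71.5 ± 4.0% (adjusted p = 4.48e-06). TMX4-204 was estimated at 18.5 ± 6.7% in AFE and 0% in PE, and CEP44-206 at 52.4 ± 3.0% and 34.7 ± 20.3%. RARA-202, which starts within the gene at chromosome 17, 40342363 (hg38), took 20.5 ± 3.7% of RARA in AFE and 31.1 ± 3.1% in PE, a difference that did not pass (adjusted p = 0.149). RARB-201 (86.6 ± 2.4% and 91.6 ± 0.90%) and TBX1-206 (80.8 ± 4.9% and 74.7 ± 4.7%) did not pass either (adjusted p = 1 for both). FGF13 did not pass when any 1 of the 6 libraries was left out (adjusted p = 0.0142 to 0.0536). Of these 6 fits, CEP44 passed only in that without PE replicate C (adjusted p = 0.0169 to 0.0398 in the others), JARID2 only without PE replicate A (0.0145 to 0.0251 in the others) and TMX4 only without AFE replicates A or B (0.0322 to 0.0668 in the others), and PALLD did not pass without AFE replicate B (adjusted p = 0.0107). The error of assigning reads to isoforms enters these tests only through the spread between libraries.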

Values the study reported

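The study reported 7226 differentially expressed genes over the comparisons between each pair of its 4 stages, at a false discovery rate threshold of 0.01. It gave a total of 4578 genes whose expression varied greatly among DE, PE and AFE.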

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

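The tests of all 3 patterns weighed here were chosen after the result was seen. The genes of the last paragraph were picked by a fixed rule.

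CYP26A1 and CYP26C1, whose enzymes break down RA, were lower in PE, the stage that received RA, than in AFE, and RA is known to switch CYP26A1 on. Swapped labels between AFE and PE libraries would place RA targets higher in AFE, but 3 of 3 such genes (HOXB1, RARB and DHRS3) had every PE library above every AFE library. These 3 genes were picked after their rise was seen, and the whole RA list had 8 rises and 7 falls of 21 tested members. Their separation argues against a swap of only some libraries, and by itself it does not exclude a swap of all. Reads shared between these paralogs would keep their ratio alike in all stages, and the ratio of CYP26A1 to CYP26C1 was 16000 in DE, 7.8 in AFE and 48.7 in PE, a 2060-fold difference between DE and AFE, where it was largest. CYP26A1 also fell by more TPM from AFE to PE than CYP26C1 held in AFE. A hypothesis that stays open is that RA exposure led to the fall by way of a changed regional identity of the cells, which may be the case and was not tested.

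CGA and KRT7, both also markers of trophoblast, were high in PE, and the trophoblast list was called without the expression filter (adjusted p = 0.00327). Trophoblast cells in the cultures would bring their other abundant transcripts, and 9 of the other 10 list members had a mean under 2 TPM in PE, the exception being AMOT at 133 TPM in PE and already 118 TPM in AFE, which argues against such cells as the source of most of the CGA and KRT7 RNA. At these low levels every PE library lay above every AFE library for GATA2 (0.107 ± 0.066 TPM in AFE, 1.06 ± 0.276 in PE), ELF5 (0.296 ± 0.051, 0.791 ± 0.149) and HAND1 (listed at 0 in AFE, 0.295 ± 0.2 in PE; SD, n = 3), a separation that chance gives, in either direction, to 10% of genes, so a few such cells are not excluded, though HAND1 and GATA2 also belong to other lists. KRT7 reads shared with KRT8 would keep their ratio, which differed 661-fold (KRT7 at 20.9% of KRT8 in PE and 0.0316% in AFE). CGA and KRT7 were 497-fold and 660.2-fold higher with RA exposure (PE against AFE, edgeR, adjusted p = 2.41e-13 and 1.04e-13). Whether RA acts on them directly or through other genes stays open and was not tested.

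SEPTIN5, GP1BB and TBX1, neighbors on 22q11.2, were higher in PE. The lowest GP1BB to SEPTIN5 ratio of PE libraries (0.894) was 3.92 times the highest of AFE libraries (0.228), so reads shared between them in a fixed proportion do not account for GP1BB. Summing GP1BB with its read-through gene left the lowest PE value 12.4 times the highest AFE value. A copy gain of the region would raise its genes by about 0.585 (log2), and the median of the other 30 tested genes was 0.105 (quartiles -0.112 to 0.231). An effect of RA on a shared regulatory region is a hypothesis that stays open and was not tested.

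In 14 of the genes named above, the change from DE passed the test in both day 5 stages with opposite directions, and the difference between these stages also passed (edgeR, adjusted p under 0.01). On the log2 scale PE was above AFE by 7.35 in ZNF503, 3.54 in APOA1, 3.22 in S100A13, 3.09 in FOXA2, 2.2 in DUSP6, 1.92 in HK2, 1.79 in SEPTIN5, 1.65 in ETV5, 1.21 in PTCH1, 1.19 in CD24, 1.03 in CCNE1 and 0.54 in GADD45A. The log2 difference was -3.7 in CTSV and -2.92 in HHIP. The TPM ranges of DE and AFE libraries overlapped in APOA1, CCNE1, CD24, GADD45A, PTCH1 and SEPTIN5. For CD24 the mean hardly moved (455 ± 1.39 TPM in DE and 452 ± 19.9 TPM in AFE). Its fall to AFE (log2 fold change -0.241) was seen in the scaled counts and not in TPM.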

How the results depend on the processing

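The 1.5-fold tests over all pairs of stages were chosen after seeing the data. Each count of changed genes stayed within 1.5 times under DESeq2, RLE scaling, no filter, filterByExpr, the length offset, the replicate block and the 6-library fits, where each was run. Against a 1.5-fold change the counts were 1482 for PE against AFE, 4459 for AFE against DE, 4368 for PE against DE and 5336 for DE against hESC, and over all pairs 8648 (edgeR) or 7796 (DESeq2), as a larger change was asked for. Leaving out 1 library gave 4248 to 5173, 8918 to 9340, 8785 to 9407 and 9407 to 9728 genes in these comparisons, 13559 to 14191 over all pairs, 5080 to 5593 genes over 1.5-fold from DE, 34 to 37 list calls and 48 to 67 genes with changed isoform shares, of which 30 to 38 were among the 69. List calls numbered 12 with an estimated correlation, 96 by fry and 50 without a filter, and fry turned the epithelial list in DE against hESC around (adjusted p = 7.08e-08). Isoform calls fell to 30 with a minimum of 5 TPM, which tests fewer transcripts. The ratio of the PE to AFE distance over that within stages was 3.21 with all genes and 4 with log2(TPM + 1). For the list calls and the distances the cause was not tested. Of 198 gene results, the test against 1.5-fold ended 13 calls, the length offset 4, the 6-library fit 4 and DESeq2 2, and none turned direction. Library depth limits the genes near 0, where folds are bounds.

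The replicate letters were not taken to pair the samples: over 18 pairs of stages and letters, deviations correlated at -0.051 to 0.273, 6 pairs were over 0.1, and 8 of 12 libraries correlated best with their own letter, a hint from the data and not from the design. With the replicate block the counts were 5920, 10163, 9981 and 10763 genes for the 4 comparisons, 14416 over all pairs, 5723 over 1.5-fold from DE, 37 list calls and 28 genes with changed isoform shares (against 69, the cause was not tested), with the trophoblast list in PE against AFE (adjusted p = 0.0269) and the anterior HOX list in PE against DE (adjusted p = 0.0159) added. It ended the isoform calls of FGF13, JARID2, TMX4 and CEP44, and no call of a named gene.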

Other observations

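Some genes were high in hESC, low in DE and high again at day 5. The peptide hormone gene APELA stood at 27.8 ± 0.864, 0.442 ± 0.192, 18.4 ± 0.698 and 158 ± 0.322 TPM in hESC, DE, AFE and PE (mean ± SD of 3 libraries). SOX3, a relative of SOX2, went from 18.2 ± 1.02 to 0.37 ± 0.006 TPM in DE, and reached 36.7 ± 2.95 TPM in AFE and 132 ± 23.2 TPM in PE. FOXI3, a forkhead gene of the pharyngeal region, stood at 6.99 ± 0.192, 0.129 ± 0.037, 31.1 ± 1.74 and 35.3 ± 1.6 TPM, and P-cadherin (CDH3) at 56.3 ± 3.51, 3.8 ± 1.05, 54.6 ± 3.26 and 82.2 ± 8.51 TPM. Each of these passed the test for the fall to DE and for the rises to AFE and PE. L1TD1 and DNMT3B, stem cell genes, fell at each step to AFE and were higher in PE than in AFE, L1TD1 at 32.5 ± 1.46 against 7.25 ± 0.708 TPM and DNMT3B at 54.8 ± 6.92 against 22.2 ± 1.26 TPM. These genes were singled out after their values were seen.

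The tests of splits were planned. The test of response elements was chosen after the genes that rose in PE had been seen, and its condition was set before its own result was. Of 10 splits of the 6 libraries into 3 and 3, only the real 1 gave as many genes in each comparison, with 5360, 9872, 9652 and 10453 genes against at most 0 in the others. Isoform shares gave 69 genes against at most 45, again in 1 of 10. Splits of 6 libraries are too few for a share under 0.05. With 100 drawn regroupings, 1 of 100, the real one, gave as many genes over all pairs (14278, highest other 4290), over 1.5-fold from DE (5615, highest other 3022) and as many list calls (35, highest other 33), so chance can be excluded for these at that level. The list calls of the real stages were only 2 above the highest other value.

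A hypothesis was that RA response elements lie near the genes that rose in PE. DR5 elements, direct repeats of the receptor half-site with a spacer of 5 bp, were found within 1 kb of the start site in 7 of 771 genes that rose by more than 1.5-fold (0.91%) and in 48 of 10888 genes that did not pass (0.44%; Fisher's exact test, two-sided, p = 0.0921, odds ratio 2.07). The condition set before the test, a p under 0.05, was not met. That condition was a poor bound, since a p above it does not show equal rates, and the 95% interval of the odds ratio, 0.79 to 4.62, which was added after the p was seen, includes both no difference and a 4-fold one, so the question stays open. Genes that fell by more than 1.5-fold had the element in 3 of 711 cases (Fisher's exact p = 1), and repeats with a spacer of 7 bp occurred in 4 of 771 genes that rose (odds ratio 1.57, Fisher's exact p = 0.335). RARB carries the element GGTTCACCGAAAGTTCA at chromosome 3, 25428210 to 25428226 (hg38), upstream of the start of RARB-201 at 25428263.

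Over all pairs of stages 14278 genes differed here by the test against no change, and 14334 by DESeq2. That is higher than the value quoted from the study above, and the cause was not tested. The study ran both a test against no change and a stricter one, and it describes the sets it plots with that count by the test against no change. Against a 1.5-fold change the counts were 8648 with edgeR and 7796 with DESeq2, each less than 1.5 times that value. From DE to AFE or PE, 5615 genes passed the 1.5-fold test with edgeR and 4964 with DESeq2. Both lie above the study's total, quoted above, of genes that varied greatly among these 3 stages.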
